A study of Arabidopsis thaliana with 12 samples. Its data were reported in "Heat stress response and transposon control in plant shoot stem cells" (2025).

How the data were processed

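Nuclei of shoot stem cells were sorted from 12 samples in 6 groups of 2, and methylation was measured by bisulfite sequencing. According to the labels and the study's methods, the authors trimmed reads with Trim Galore 0.6.2, aligned them to TAIR10 with Bismark 0.22.2, removed duplicates and called cytosines with methylpy, and the labels also name bedtools 2.27. The deposited table gives, per gene or TE, context and group, methylated counts and coverage, each as whole counts of cytosine calls summed by the authors, and the fraction methylated. Of its columns, 18 with the deposited fraction were not used, and levels were computed here as methylated calls divided by all calls. The table holds 1 set of columns per genotype and treatment for 2 libraries. How these were combined is not given in the sources used here, so each column was treated as a pooled value without replicate error. The smallest coverage listed is 21, and the groups held between 30169987 and 48224601 calls in CG.

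The table has 69873 features, of which 31189 are TEs and 27432 protein-coding genes. Classes and symbols came from the TAIR10.1 RefSeq gene table, where 37898 of 38387 nuclear gene identifiers matched, and coordinates were used only to see which genes overlap. TE superfamily, TE length and chromosome position were not analysed here. The 10954 other loci were not tested, and 2 features that name no locus were left out. Features with a value in all 6 groups were analysed, which gave 12120 TEs in CG, 11189 in CHG and 24588 in CHH, and 26974, 26951 and 27128 genes.

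The design fixed before the data were examined planned limma and exact permutation tests over libraries, and stated that no test would be made if the columns were pooled. The columns are pooled. A two-sided Fisher's exact test per feature on the methylated and unmethylated calls was used in place of that plan, with p as 2 times the smaller tail and Benjamini-Hochberg adjustment within context and class and a threshold of 0.05. This departs from the plan, was decided after the columns were seen, and tests libraries against each other, so its p-values do not cover the spread between plants. For poliv and ddm1 against wt a feature counts if it passes in the control pair and in the heat pair in the same direction. Both mutants are compared with the same wt columns, so no overlap between them is given. Heat effects were combined over genotypes, and compared between mutant and wt, with stratified statistics on the same calls. Intervals of levels and shares are 95% Wilson intervals and cover counting error only. Those said to be over TEs or copies come from the spread between these, which are not replicates.

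Also chosen after the data were seen were the background matching, the dispersion scaling, the heat pair alone, the groups of TEs and genes by methylation state, and the analysis of the number of calls at ONSEN copies. Tests on those groups were written down after the class means and single features had been seen, but before any value of the groups was computed. For matching, unmethylated calls of the group with the lower chloroplast level were converted at random, with seed 7, up to the level of the other group. For dispersion, the statistic was divided by the square root of the median squared statistic over its expected median, between 1.24 and 3.55, which assumes that most features do not differ. It was estimated in the heat comparisons, and a mutant against wt took the larger value of its own and of wt. Body-methylated genes have at least 20% CG and under 5% CHG in both wt groups.

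Named features follow a rule fixed before the data were examined: the disrupted genes, all ONSEN copies, and per comparison, context and class the 5 largest gains and 5 largest losses among features past the test, with 2 members each way per list. Its requirement that libraries do not overlap could not be applied. Of these the text names a part, chosen after their values were seen from those whose call held after background matching; AT5G26080 in wt, and ONSEN copies and list members said to have values only, stand outside it. The lists fixed at that time are ONSEN copies, the study's heat-induced TEs, its TEs with a heat-factor site, DNA methylation machinery, silenced marker loci, heat response, shoot meristem and floral identity, markers of other cell types and reference genes, with organelle genes as a measure of unconverted cytosines. Members whose symbol differed from the annotation were left out. A list's median was placed among 10000 random lists matched on level.

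The test was tested on simulated data made from the wt heat comparison, with 200 features changed by 20 points. It recovered 37.5% of changed TEs in CG, 48.5% in CHG and 74% in CHH, and 98.5%, 95.5% and 99.5% of changed genes. With the measured background difference added, the test on the deposited counts called 6538 unchanged genes in CHH and 10 after matching. Only features with room for such a gain were changed. The simulated calls carried counting error alone, while the dispersion of wt genes in CHH was 2.16 in the heat comparison. The simulation therefore does not show how many unchanged features the matched test calls in the real data.

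Alternatives were a minimum change of 10 points (5 in CHH), a coverage of at least 100, features with a value in the pair only, a mean level of at least 5%, medians, weighting by coverage, subtraction of the chloroplast level, the control pair alone, and those named above. Tests used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and R 4.3.3, and plots matplotlib 3.10.9.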

Results

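Methylation was measured by bisulfite sequencing in sorted nuclei of shoot stem cells of Arabidopsis thaliana at day 28. The 12 samples fall into 6 groups of 2: wild type (wt), the poliv mutant, which lacks RNA polymerase IV, and the ddm1 mutant, which lacks the chromatin remodeller DDM1, each as control and after heat. Heat was 37 °C for 1 day, ended at day 7 and was followed by 21 days of recovery. The values analysed are 1 set of columns per group, so no value has a replicate error. In the CG context the groups held between 30169987 calls (wt control) and 48224601 calls (ddm1 control), and in CHH between 137229170 (wt control) and 225474904 (wt heat). Levels are the share of calls that were methylated, and means are over transposable elements (TEs) or protein-coding genes with a value in all 6 groups.

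The disrupted genes differed from wt in the mutants named for them. DDM1 (AT5G66750) had a CHG level of 0.434% in wt control and 49.5% in ddm1 control, with 48.7% in ddm1 heat, from at least 2766 calls. NRPD1 (AT1G63020), the largest subunit of RNA polymerase IV, had a CHG level of 0.730% in wt control and 14.9% in both poliv groups, from at least 4110 calls. It also had 6.71% in ddm1 control. A methylation level at a locus does not by itself show that the gene is disrupted.

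The comparison of poliv with wt asks which TEs depend on the small RNA pathway for methylation. Mean CHH methylation of TEs was 4.77% in wt control and 2.62% in poliv control, and mean CHG was 35.3% and 30.2%. Weighted by coverage, so that TEs with more calls count more, the values were 5.18% and 5.05% in CHH and 50.3% and 49.0% in CHG. The TE AT3TE17970 had CHH levels of 64.0% and 66.7% in wt control and heat against 0.901% and 0.418% in poliv, from 172 to 239 calls. Among genes, AT1G64795 had CG levels of 90.2% and 89.7% in the wt groups and 0.826% and 0.402% in the poliv groups, from 112 to 497 calls. AT3G44440 had CHH levels of 30.8% and 37.6% in wt and 1.17% and 0.746% in poliv, from 268 to 343 calls. Some genes were higher in poliv: MRD1 (AT1G53480) had CG levels of 5.88% and 5.90% in wt and 50.5% and 50.7% in poliv, from 1360 to 2135 calls. HEI10 (AT1G53490), a crossover factor of meiosis, had 12.2% and 12.9% against 45.5% and 45.1%, but the annotation has it overlap MRD1, so that cytosines in the overlap count for both.

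Counted by Fisher's exact test in both the control and the heat pair, 1973 of 24588 TEs were lower in CHH in poliv and 81 were higher. In CHG 552 TEs were lower and 14 higher, and in CG 203 were lower and 78 higher. Genes in CG went the other way, with 1005 higher and 572 lower. These counts compare pooled libraries, not genotypes, and with background matching and scaling for dispersion 470 TEs were lower and 4 higher in CHH, 287 lower and 3 higher in CHG, and 376 genes higher and 214 lower in CG. By the number of CHH calls, the mean CHH difference was -2.79 points in quartile 1 of TEs, with the fewest calls, and -0.590 points in quartile 4.

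The comparison of ddm1 with wt asks what is lost without the remodeller. Mean CG methylation of TEs was 63.6% in wt control and 14.1% in ddm1 control, mean CHG was 35.3% and 8.19%, and mean CHH was 4.77% and 2.23%. The TE AT2TE16435 had CG levels of 100% and 96.7% in wt and 0.556% and 0% in ddm1, from 60 to 180 calls. The gene AT1G63540 had CHG levels of 67.6% and 68.6% in wt and 0.509% and 0.807% in ddm1, from 1444 to 2750 calls, and AT4G22475 had CHH levels of 33.9% and 18.3% in wt against 1.71% and 3.31%, from 2294 to 3546 calls. Other genes were higher in ddm1: CML30 (AT2G15680), a calmodulin-like gene, had CHG levels of 0.980% and 0.829% in wt and 58.7% and 63.2% in ddm1, from 510 to 844 calls. TBL21 (AT5G15890) had 1.30% and 1.48% against 55.9% and 56.5%, from 1381 to 2099 calls. AGP14 (AT5G56540), an arabinogalactan protein gene, had CG levels of 1.25% and 0.621% against 53.1% and 51.6%, from 160 to 322 calls.

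In both pairs, 8732 of 12120 TEs were lower in CG in ddm1 and 16 were higher, and 6625 of 11189 were lower in CHG and 54 higher. For CHH, 4704 TEs were lower and 274 higher. Genes were lower in CG in 8338 cases and higher in 258, whereas in CHG 2099 were higher and 1143 lower. Body-methylated genes, with CG methylation but little CHG in wt, made up 74.8% of the 2099 and 20.9% of all genes tested. These are again counts between pooled libraries, not genotypes, and with matching and dispersion scaling 8262 TEs were lower and 6 higher in CG, and 1414 genes were higher and 1045 lower in CHG.

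**Figure D1:**
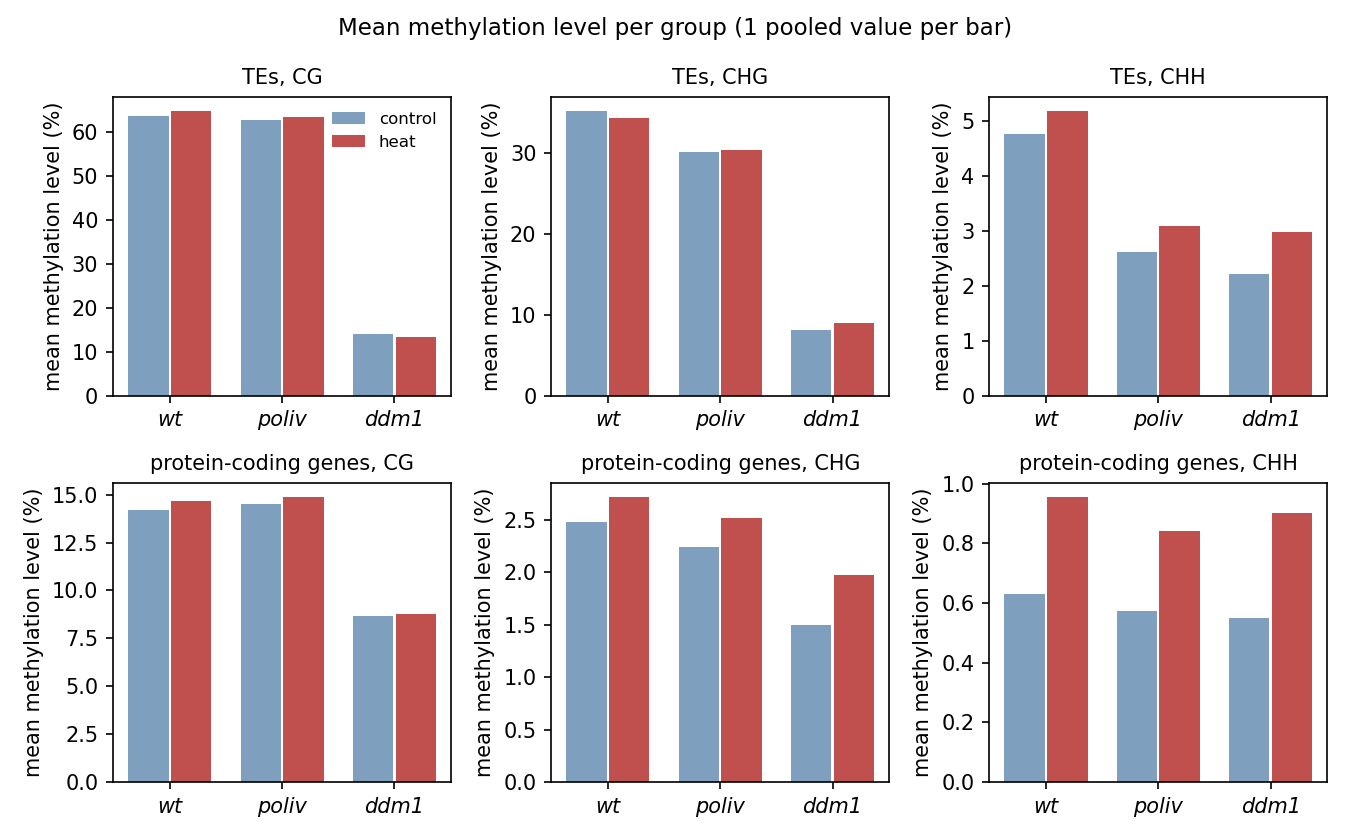
Mean methylation level in percent of TEs (top) and protein-coding genes (bottom) in the CG, CHG and CHH contexts, for wt, poliv and ddm1 in control and heat. Each bar is 1 pooled value without error. The CG level of TEs is 14.1% in ddm1 control against 63.6% in wt control. In CG the heat and control bars of a genotype lie close together. In CHH the heat bars are higher in each genotype, with 0.631% in control and 0.955% in heat for wt genes.

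In wt, heat against control asks whether stem cells still differed after recovery. Mean CG methylation of TEs was 63.6% in control and 64.7% in heat, mean CHG was 35.3% and 34.4%, and mean CHH was 4.77% and 5.20%. These small differences depend on the summary: over all TEs with a value in the group mean CG was 62.9% and 60.3%, on TEs with a mean level of at least 5% CHH differed by -0.0603 points, and with the chloroplast level subtracted CHH differed by 0.127 points. AT2G22510 had a CHH level of 47.0% in control and 16.9% in heat, from 670 and 813 calls. The gene AT5G39110 had a CG level of 77.5% in control and 95.5% in heat, from 129 and 246 calls, and GLP6 (AT5G39100), a germin-like protein gene, had 77.4% and 90.9%, from 230 and 339 calls. Neither of these gains passed with dispersion scaling. AT2G07774 had a CG level of 24.1% in control and 10.3% in heat, from 779 and 1343 calls. It belongs to a stretch of chromosome 2 that resembles mitochondrial DNA, and the mitochondrial CG level was itself 6.84% in control and 4.19% in heat.

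By the same test on the pooled libraries of wt, which are not the conditions, 334 TEs were higher in CG and 15 lower in heat, and 1399 were higher in CHH and 644 lower. In CHG 1 TE was higher, AT5TE49385 with 16.4% in control and 49.4% in heat from 67 and 77 calls, and 23 were lower. Genes were higher in CHH in 10629 cases and lower in 303. The chloroplast, whose DNA is taken as unmethylated, had a CHH level of 0.390% in wt control (95% Wilson interval 0.379 to 0.400) and 0.703% in wt heat (0.691 to 0.715). After both groups were matched to the same background, 879 TEs were higher and 697 lower in CHH, and 481 genes were higher and 468 lower. With dispersion scaling as well, 17 TEs were higher in CG, 0 passed in CHG, and 13 were higher and 29 lower in CHH, as were 25 and 90 genes.

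**Figure D2:**
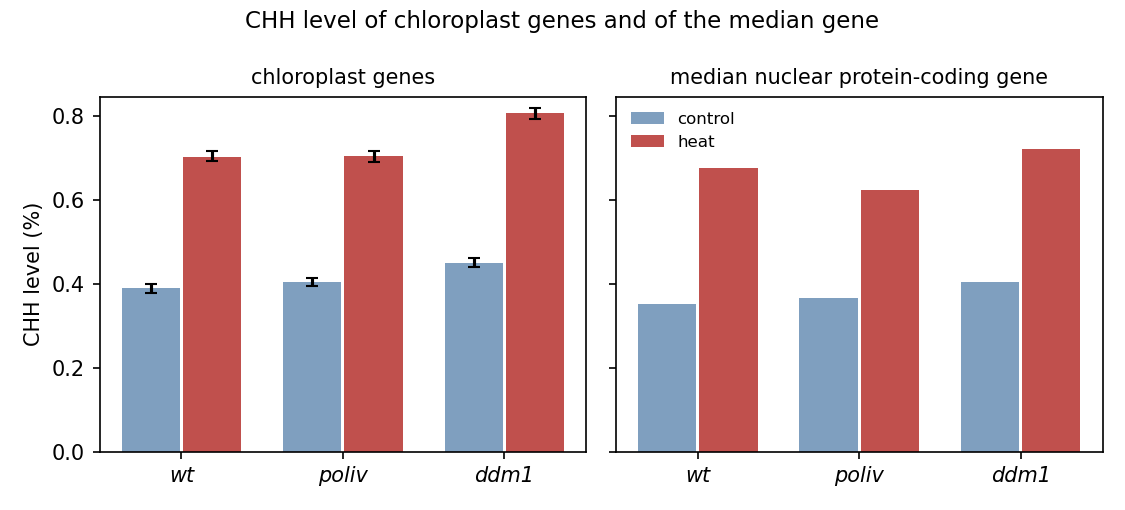
CHH level in percent of chloroplast genes (left, with 95% Wilson intervals for counting error) and of the median nuclear gene (right), per genotype in control and heat. The heat bars of the chloroplast lie between 0.703% and 0.805%, above control bars between 0.390% and 0.450%.

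Over all TEs with a value in the group, the median CHG level was 41.4% in wt control and 32.0% in wt heat, and 14.3% in poliv control and 23.1% in poliv heat. Over TEs with a value in all 6 groups it was 42.5% and 40.9% in wt, and 31.2% and 32.0% in poliv.

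**Figure D3:**
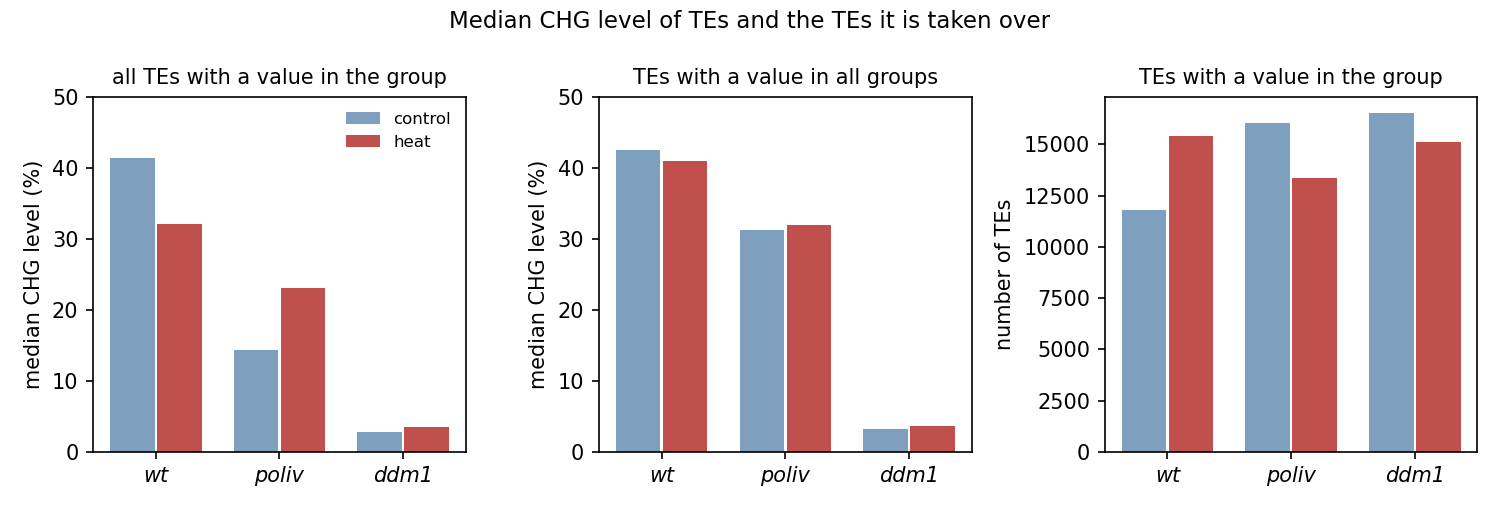
Median CHG level in percent over all TEs with a value in each group (left) and over TEs with a value in all groups (middle), and the number of TEs with a CHG value (right), per genotype in control and heat. The wt medians are 41.4% and 32.0% on the left and 42.5% and 40.9% in the middle.

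In poliv, mean CG methylation of TEs was 62.7% in control and 63.4% in heat, mean CHG was 30.2% and 30.4%, and mean CHH was 2.62% and 3.09%. Weighted by coverage, CG was 76.4% and 76.1%, and CHG 49.0% and 48.3%, and with the chloroplast level subtracted CHG differed by 0.0281 points. The gene AT5G26970 had a CG level of 46.5% in control and 83.3% in heat, from 342 and 221 calls, with CHG levels of 9.86% and 30.2%. ADF8 (AT4G00680), an actin depolymerising factor gene, had CG levels of 11.3% and 28.3%, from 406 and 339 calls, and AT4G10740 had 31.8% and 14.5%, from 781 and 678 calls. AT2G22510 had CHH levels of 32.1% and 19.8%, from 832 and 711 calls. The TE AT3TE77420 had a CG level of 76.8% in control and 23.8% in heat, from 112 and 126 calls.

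Between the pooled poliv libraries, which again stand for no replicated condition, 56 TEs were higher in CG and 46 lower, 7 were higher in CHG and 13 lower, and 617 were higher in CHH and 324 lower. In CG 515 genes were higher and 253 lower. Matched for background, with the chloroplast CHH level at 0.404% in control and 0.704% in heat, 414 TEs were higher and 479 lower in CHH. The same matching gave 282 genes higher and 299 lower in CG, so neither excess of higher calls held. Dispersion scaling left 2 TEs higher and 4 lower in CG, 3 and 3 in CHG, and 23 and 34 in CHH, and 5 genes higher and 18 lower in CG.

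In ddm1, mean CG methylation of TEs was 14.1% in control and 13.3% in heat, mean CHG was 8.19% and 9.05%, and mean CHH was 2.23% and 2.99%. EMB1467 (AT5G37510), which encodes a subunit of mitochondrial complex I, had a CHG level of 17.1% in control and 42.4% in heat, from 3432 and 2286 calls, and AT4G23882 had 26.0% and 50.9%, from 574 and 546 calls. KTF1 (AT5G04290), a factor of RNA-directed DNA methylation, had 16.8% and 2.73%, from 5080 and 5672 calls, and AT5G02480 had 18.7% and 4.51%, from 1710 and 1639 calls. In all of these the wt CHG level lay at or below 1.19%. AT5G15420 had CG levels of 27.3% and 52.5%, from 1458 and 1325 calls, and CHG levels of 18.9% and 42.7%.

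The pooled ddm1 libraries, compared as libraries and not as conditions, gave 130 TEs higher and 467 lower in CG in heat, 336 higher and 178 lower in CHG, and 2552 higher and 324 lower in CHH. In CHG 1707 genes were higher and 139 lower. Background matching, with the chloroplast CHH level at 0.450% in control and 0.805% in heat, gave 264 TEs higher and 244 lower in CHG, 1072 higher and 415 lower in CHH, and 566 genes higher and 200 lower in CHG. Adding dispersion gave 24 TEs higher and 107 lower in CG, 73 higher and 89 lower in CHG, and 51 higher and 30 lower in CHH, so the excess of higher TEs in CHG did not hold. Of genes, 306 were then higher and 85 lower in CHG.

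**Figure D4:**
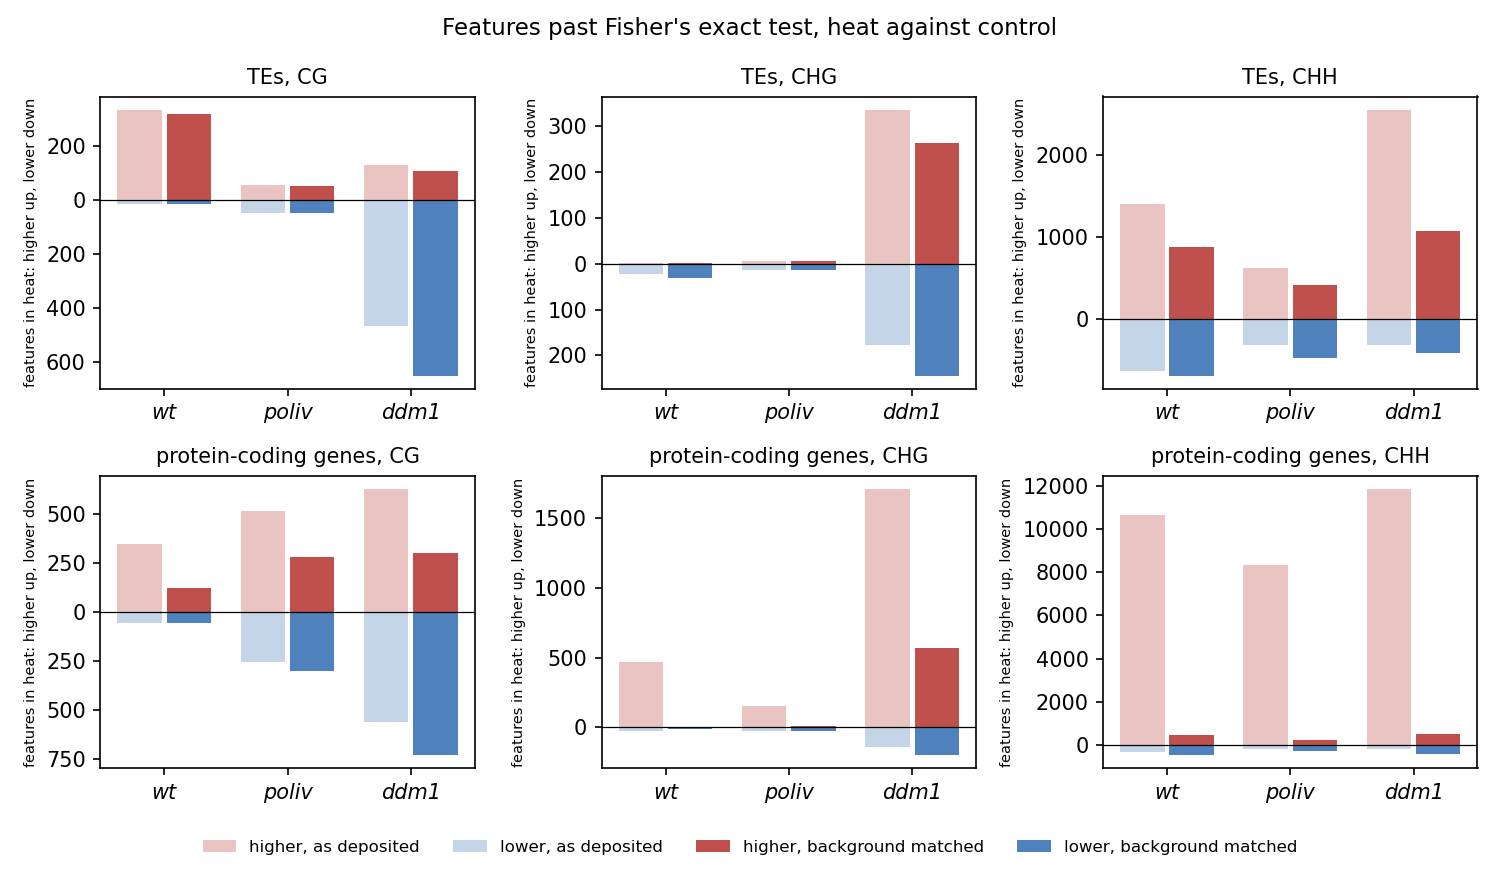
Number of TEs (top) and protein-coding genes (bottom) past Fisher's exact test in heat against control, higher above the line and lower below it, as deposited (pale) and after background matching (dark). In gene CHH, 10629 wt genes were higher as deposited and 481 after matching.

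The difference between the heat effects of a mutant and of wt was tested directly on the pooled libraries. In ddm1 the heat effect on CG lay below that of wt at 724 TEs and above it at 76, and on CHG above it at 260 TEs and below it at 47. For genes in CHG the ddm1 effect lay above that of wt at 496 and below at 186. In poliv the CG effect lay below that of wt at 218 TEs and above at 65. With matching and dispersion scaling the ddm1 effect lay above that of wt at 4 TEs and below at 41 in CG, above at 16 TEs and below at 2 in CHG, and above at 246 genes and below at 53 in CHG, and the poliv effect in CG lay below at 1 TE. Over the 3 genotypes together, 186 TEs were higher and 76 lower in CG in heat, 117 and 85 after matching, and 9 and 0 with dispersion scaling as well. Other contexts changed direction. In CHG 75 TEs were higher and 65 lower, then 34 and 97, and 3 and 8. In CHH 2536 TEs were higher and 222 lower, then 814 and 388, and 14 and 22. Genes in CG were higher in 1835 cases and lower in 206, and 252 and 276 after matching. AT5G26080 had CHH levels of 15.0% in control and 5.29% in heat in wt, 19.4% and 6.23% in poliv, and 16.4% and 8.41% in ddm1, from 820 to 1417 calls, and with dispersion scaling its call in poliv held while that in ddm1 was lost. With 8 arrangements of heat and control within the genotypes, an exact permutation test of a mean level cannot give a two-sided p below 0.25.

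Copies of ONSEN, a Copia retrotransposon whose transcription is induced by heat, were fixed as a list of 8 of which 7 had CG values. In heat-treated poliv their mean CG level differed by -11.7 points, and the median of -8.63 points lay at percentile 0.04 of random lists. AT5TE15240 had a CG level of 86.7% in control and 70.8% in heat, from 248 and 281 calls, and AT1TE59755 had 88.2% and 79.6%, from 969 and 853 calls. Among all features these 2 copies were lower in poliv, and adjusted over the list alone 4 were lower. The mean difference was 3.30 points in wt, with the median at percentile 80.4, where 1 copy (AT3TE54550) was higher. It was -4.43 points in ddm1, with the median at percentile 5.68, within the central 95% of random lists, where AT5TE15240 had 10.9% and 2.05%, and 1 copy was lower over all features and 2 adjusted over the list alone. Against wt, 7 copies were lower in CG and 7 in CHH in ddm1, while in poliv 3 of 8 were lower in CHH over all features and 5 adjusted over the list alone.

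Among 35 genes of the DNA methylation machinery, 19 were lower and 1 higher in CG in ddm1 than in wt, and 20 were lower adjusted over the list alone. Of all genes 30.9% were lower, and 56.7% of those with a mean level of at least 5%. The list's median lay at percentile 86.4 of random lists, a smaller loss than in most of them. DMT2 (AT4G14140), a DNA methyltransferase gene, had 40.6% in wt control and 11.1% in ddm1 control, from 1304 and 2277 calls. In wt heat it had 48.4%, and 3 machinery genes were higher by either count, while after matching 2 were higher over all features, and 3 higher and 1 lower adjusted over the list alone. In ddm1 heat 0 were higher and 2 lower by either count, and after matching 3 were lower over all features and 7 adjusted over the list alone. Of 20 shoot meristem and floral identity genes 1 was higher and 0 lower in CG in poliv than in wt over all features, and 1 higher and 1 lower adjusted over the list alone. The higher one is CLV3 (AT2G27250), a peptide gene of shoot stem cells, which had 3.06% and 3.30% in wt against 29.4% and 35.9%, from 195 to 310 calls. The plants carry a reporter with the CLV3 promoter, whose reads cannot be separated from the gene's here. None of these 20 passed the test in CG in heat in any genotype, over all features or adjusted over the list alone.

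Of 28 heat response genes 5 were lower in CG in ddm1 than in wt by either count. In wt heat 1 was higher and 3 adjusted over the list alone, but after matching 0 were higher and 1 was lower by either count. In poliv heat 1 was higher by either count, and after matching 0 over all features and 1 adjusted over the list alone. In ddm1 heat 1 was higher and 2 adjusted over the list alone, and after matching 1 was higher by either count. Of 17 markers of other cell types 8 were lower in CG in ddm1 than in wt, among them CAB3 (AT1G29910) with 46.9% and 13.6% in the control groups, and 1 in heat-treated ddm1, with the same numbers adjusted over the list alone. Of 10 reference genes 4 were lower in CG in ddm1 than in wt, and 5 adjusted over the list alone. Of 6 silenced marker loci 3 were lower in CG in ddm1 than in wt by either count, among them QQS (AT3G30720) with 61.7% and 2.20% in the control groups, from 154 and 182 calls, and FWA (AT4G25530) with 20.7% and 9.84%.

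The study chose its heat-induced TEs and its TEs with a heat-factor site from RNA of the same experiment, so their counts are not independent evidence. Of 43 heat-induced TEs with CG values, 7 were higher in wt heat and 9 adjusted over the list alone, with the list's median at percentile 61.2 of random lists. In poliv heat 1 was higher and 3 lower, and 2 and 7 adjusted over the list alone, and in ddm1 heat 0 were higher and 2 lower by either count, with 6 lower after matching over all features. Against wt, 40 were lower in ddm1 by either count, with the median at percentile 11.9, and of all TEs 72.0% were lower. AT5TE45110 had 88.2% in wt control and 95.2% in wt heat, from 323 and 547 calls. Of the TEs with a heat-factor site, 60 had CG values, of which 12 were higher in wt heat and 24 adjusted over the list alone, with the median at percentile 73.1. In poliv heat 0 were higher and 1 lower, and 3 and 6 adjusted over the list alone, and in ddm1 heat 3 were higher and 6 lower, and 3 and 7 over the list alone. In CHH 38 of 63 were higher and 1 lower in heat-treated ddm1, with 44 higher adjusted over the list alone, and 19 higher and 1 lower over all features after background matching, but the median lay at percentile 56.1, so by its median the list did not stand out from other TEs. In poliv heat 3 were higher and 1 lower in CHH, and 2 and 9 after matching. In poliv against wt 1 was higher and 1 lower in CHH by either count, with the median at percentile 99.8. Random lists were matched on level and not on calls, while the poliv loss in CHH was smallest at TEs with the most calls. The list's mean difference was -0.476 points, against -0.590 points in quartile 4 of TEs by calls. The percentile alone therefore does not set this list apart from TEs with many calls.

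**Figure D5:**
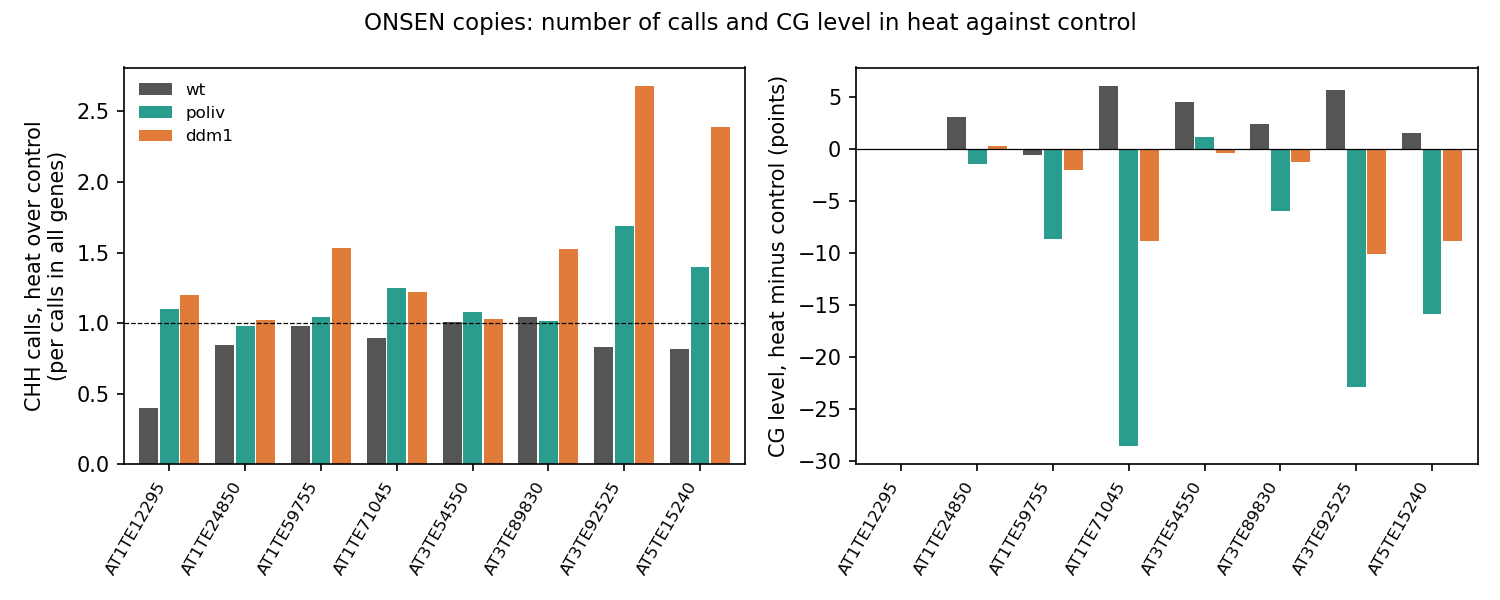
The 8 ONSEN copies: CHH calls in heat over control, relative to the calls in all genes (left), and CG level in heat minus control in points (right, 7 copies), for wt, poliv and ddm1. AT3TE92525 and AT5TE15240 have 2.68 and 2.39 times as many calls in heat in ddm1, and their CG values are lower in heat in both mutants.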

Values the study reported

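The study reported 97 TEs still upregulated in poliv inflorescences at day 28, of which 65 contained a potential binding motif of a heat shock factor. Among TEs upregulated after heat whatever the genotype, it reported 54 with increased expression in both stem cells and seedlings.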

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

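The tests of the gene CHH level, of the median TE CHG level and of the ddm1 TE levels were chosen only after those results were seen; the test of TE groups in CHH was written down before its own result, though after the data had first been seen.

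The chloroplast stood above its control level in each heat-treated group, with CHH levels of 0.703% in wt, 0.704% in poliv and 0.805% in ddm1. The higher CHH level of genes in heat could come from the same unconverted cytosines, because after the chloroplast level was subtracted at most 16.4% of the median gene's gain was left in any genotype, in absolute size. This explanation falls short in ddm1 for the 1973 TEs that lost CHH methylation in poliv. After subtraction they gained 0.699 points more in heat than TEs at background, with an interval over TEs of 0.471 to 0.927 points. A further 5338 TEs had wt CHH at least 5 points above the chloroplast and were not lower in poliv. They gained 0.473 points against 0.235 points at background, and this smaller gap was not tested. TEs are not replicates, so a difference between the few plants behind each pool remains open, as does a biological effect of heat.

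Over all TEs with a value in a group, the median CHG level differed by -9.35 points in heat-treated wt and by 8.79 points in heat-treated poliv. The depth of the groups decides which TEs have a value: 11807 in wt control and 15406 in wt heat, 16053 in poliv control and 13348 in poliv heat. On TEs with a value in all groups at most 16.5% of either difference was left, so most of it may come from the coverage minimum. The remaining -1.54 and 0.776 points have no replicate error to be judged against, and a biological difference of that size was not tested.

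Between heat and control the mean TE level differed by 1.16 points in wt, 0.690 in poliv and -0.799 in ddm1 in CG, and by -0.929, 0.224 and 0.869 in CHG, although with matching and dispersion scaling 73 TEs were higher and 89 lower in CHG in ddm1. Only the ddm1 values and the wt CHG value kept their sign under each summary, since CG differed by -2.57 points in wt over all TEs with a value, and CG by -0.258 and CHG by -0.695 points in poliv when weighted by coverage. For ddm1, more unconverted cytosines cannot account for the whole pattern, since CG stayed lower after subtraction. Of the CHG gain 65.9% was left. TEs with wt CHH within 0.5 points of the chloroplast also gained 0.279 points in CHG after subtraction, however. The chloroplast level may therefore not remove all unconverted cytosines at TEs. Extra nuclei of wt origin in the control group would make CHG lower in heat too, but after subtraction the CHG difference was 0.573 points. Whether individual ddm1 plants, which can differ in their inherited methylation, account for it was not tested, because the columns hold no single plants, and it stays open beside an effect of heat.

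The number of calls, which the comparisons of levels do not use, was higher in heat-treated ddm1 at AT3TE92525 by 2.68 times and at AT5TE15240 by 2.39 times, relative to the calls in all genes.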

How the results depend on the processing

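Background matching, dispersion scaling and the heat pair alone were chosen only after the results were seen; the other alternatives were fixed before the data were examined. No paired analysis was possible because the columns carry no replicate numbers. For the same reason the logit and arcsine scales, the variance trend, the replicate block, other samples in the fit, the global shift of libraries and leaving out each library were not run, and the rank test over features was used for its statistic alone. The losses of TE methylation in poliv and ddm1 kept their direction in all 3 contexts under every alternative run on the mean difference over both pairs. In the heat pair alone, over all TEs with a value, CG was 0.648 points higher in poliv than in wt. The heat differences were less stable: the CG difference of wt turned negative over all TEs with a value, the CG and CHG differences of poliv turned negative when weighted by coverage, and the CHH difference of wt turned negative on TEs with a mean level of at least 5%. Of the named features, 272 differences kept their call after background matching and 24 lost it. With dispersion scaling added, 165 kept it and 131 lost it. Depth limits TEs most, since the median TE with a value had 70 CG calls in wt control and a median gene 806. Counts below are of features either higher or lower, the cause of each shift was not tested unless the alternative itself removes features, and counts not given stayed within 1.5 times.

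With a minimum change, TEs past the test numbered in CG 70 for wt heat, 59 for poliv heat, 168 for ddm1 heat, 49 for heat over genotypes, 133 for the poliv heat effect against wt and 287 for the ddm1 heat effect against wt, in CHG 6 for wt heat, 10 for poliv heat, 107 for ddm1 heat, 20 for heat over genotypes and 158 for the ddm1 heat effect against wt, in CHH 1185 for wt heat, 501 for poliv heat, 871 for ddm1 heat, 2043 for ddm1 against wt and 397 for heat over genotypes. With a minimum change, genes past the test numbered in CG 29 for wt heat, 42 for poliv heat, 46 for ddm1 heat, 160 for poliv against wt, 3141 for ddm1 against wt, 4 for heat over genotypes, 77 for the poliv heat effect against wt and 143 for the ddm1 heat effect against wt, in CHG 10 for wt heat, 7 for poliv heat, 83 for ddm1 heat, 52 for poliv against wt, 1153 for ddm1 against wt, 10 for heat over genotypes, 8 for the poliv heat effect against wt and 79 for the ddm1 heat effect against wt, in CHH 74 for wt heat, 38 for poliv heat, 28 for ddm1 heat, 53 for poliv against wt, 147 for ddm1 against wt, 11 for heat over genotypes, 95 for the poliv heat effect against wt and 84 for the ddm1 heat effect against wt. With a coverage of at least 100, TEs past the test numbered in CG 135 for poliv against wt and 4653 for ddm1 against wt, in CHG 54 for wt heat, 144 for poliv against wt and 4158 for ddm1 against wt. With a mean level of at least 5%, the mean TE difference in points was in CG 1.36 for wt heat, -1.13 for ddm1 heat, -1.44 for poliv against wt and -63.6 for ddm1 against wt, in CHG -1.49 for wt heat, 0.993 for ddm1 heat, -6.13 for poliv against wt and -37.0 for ddm1 against wt, in CHH -0.0603 for wt heat, 0.357 for poliv heat, 1.13 for ddm1 heat, -7.12 for poliv against wt and -7.05 for ddm1 against wt. With a mean level of at least 5%, TEs past the test numbered in CHG 37 for wt heat and 37 for the poliv heat effect against wt, in CHH 1249 for wt heat, 608 for poliv heat, 1527 for ddm1 heat, 2488 for ddm1 against wt, 836 for heat over genotypes, 1303 for the poliv heat effect against wt and 1335 for the ddm1 heat effect against wt. With a mean level of at least 5%, genes past the test numbered in CG 911 for poliv against wt and 676 for heat over genotypes, in CHG 28 for wt heat, 51 for poliv heat, 277 for ddm1 heat, 1306 for ddm1 against wt, 139 for heat over genotypes and 222 for the ddm1 heat effect against wt, in CHH 115 for wt heat, 64 for poliv heat, 94 for ddm1 heat, 78 for poliv against wt, 181 for ddm1 against wt, 53 for heat over genotypes, 101 for the poliv heat effect against wt and 114 for the ddm1 heat effect against wt. With background matching, TEs past the test numbered in CHH 1487 for ddm1 heat and 1202 for heat over genotypes. With background matching, genes past the test numbered in CG 174 for wt heat and 528 for heat over genotypes, in CHG 18 for wt heat, 33 for poliv heat, 766 for ddm1 heat, 308 for heat over genotypes and 14 for the poliv heat effect against wt, in CHH 949 for wt heat, 510 for poliv heat, 954 for ddm1 heat, 942 for heat over genotypes and 990 for the poliv heat effect against wt. With background matching and dispersion scaling, TEs past the test numbered in CG 17 for wt heat, 6 for poliv heat, 131 for ddm1 heat, 109 for poliv against wt, 9 for heat over genotypes, 1 for the poliv heat effect against wt and 45 for the ddm1 heat effect against wt, in CHG 0 for wt heat, 6 for poliv heat, 162 for ddm1 heat, 290 for poliv against wt, 11 for heat over genotypes, 0 for the poliv heat effect against wt and 18 for the ddm1 heat effect against wt, in CHH 42 for wt heat, 57 for poliv heat, 81 for ddm1 heat, 474 for poliv against wt, 2878 for ddm1 against wt, 36 for heat over genotypes, 59 for the poliv heat effect against wt and 57 for the ddm1 heat effect against wt. With background matching and dispersion scaling, genes past the test numbered in CG 8 for wt heat, 23 for poliv heat, 118 for ddm1 heat, 590 for poliv against wt, 15 for heat over genotypes, 4 for the poliv heat effect against wt and 16 for the ddm1 heat effect against wt, in CHG 12 for wt heat, 21 for poliv heat, 391 for ddm1 heat, 102 for heat over genotypes, 4 for the poliv heat effect against wt and 299 for the ddm1 heat effect against wt, in CHH 115 for wt heat, 155 for poliv heat, 141 for ddm1 heat, 104 for poliv against wt, 646 for ddm1 against wt, 100 for heat over genotypes, 113 for the poliv heat effect against wt and 125 for the ddm1 heat effect against wt. With the control pair alone, the mean TE difference in points was in CG -0.914 for poliv against wt and -49.5 for ddm1 against wt, in CHG -5.07 for poliv against wt and -27.1 for ddm1 against wt, in CHH -2.15 for poliv against wt and -2.54 for ddm1 against wt. With the control pair alone, TEs past the test numbered in CG 572 for poliv against wt, in CHG 1261 for poliv against wt, in CHH 4484 for poliv against wt. With the control pair alone, genes past the test numbered in CG 2930 for poliv against wt, in CHG 336 for poliv against wt, in CHH 948 for poliv against wt and 2090 for ddm1 against wt. With the heat pair alone, the mean TE difference in points was in CG -1.39 for poliv against wt and -51.5 for ddm1 against wt, in CHG -3.92 for poliv against wt and -25.3 for ddm1 against wt, in CHH -2.11 for poliv against wt and -2.20 for ddm1 against wt. With the heat pair alone, TEs past the test numbered in CG 915 for poliv against wt, in CHG 958 for poliv against wt, in CHH 3858 for poliv against wt and 7586 for ddm1 against wt. With the heat pair alone, genes past the test numbered in CG 3857 for poliv against wt, in CHG 380 for poliv against wt, in CHH 2203 for poliv against wt and 3907 for ddm1 against wt. With medians, the difference of TE medians in points was in CG 2.09 for wt heat, 0.370 for poliv heat, -1.25 for ddm1 heat, -0.989 for poliv against wt and -80.4 for ddm1 against wt, in CHG -1.54 for wt heat, 0.776 for poliv heat, 0.440 for ddm1 heat, -10.1 for poliv against wt and -38.3 for ddm1 against wt, in CHH 0.789 for wt heat, 0.734 for poliv heat, 0.645 for ddm1 heat, -1.36 for poliv against wt and -1.51 for ddm1 against wt. With weighting by coverage, the mean TE difference in points was in CG 0.811 for wt heat, -0.258 for poliv heat, -0.769 for poliv against wt and -68.0 for ddm1 against wt, in CHG -1.60 for wt heat, -0.695 for poliv heat, 0.520 for ddm1 heat, -0.828 for poliv against wt and -39.8 for ddm1 against wt, in CHH 0.101 for poliv heat, 0.565 for ddm1 heat, -0.302 for poliv against wt and -2.95 for ddm1 against wt. With all features with a value, the mean TE difference in points was in CG -2.57 for wt heat, 2.76 for poliv heat, -2.02 for poliv against wt and -47.3 for ddm1 against wt, in CHG -4.25 for wt heat, 2.79 for poliv heat, 1.098 for ddm1 heat, -6.35 for poliv against wt and -24.4 for ddm1 against wt, in CHH 0.391 for wt heat, 0.555 for poliv heat, 0.809 for ddm1 heat and -2.19 for poliv against wt. With the chloroplast level subtracted, the mean TE difference in points was in CG 1.04 for wt heat, 0.593 for poliv heat, -1.12 for ddm1 heat and -50.8 for ddm1 against wt, in CHG -1.16 for wt heat, 0.0281 for poliv heat, 0.573 for ddm1 heat and -26.4 for ddm1 against wt, in CHH 0.127 for wt heat, 0.173 for poliv heat, 0.420 for ddm1 heat, -2.15 for poliv against wt and -2.47 for ddm1 against wt.

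Of 135 comparisons of a list, 20 had a median and 45 a difference from the mean of all features of opposite sign to the list's own mean. In 5 of the 135 the median lay outside the central 95% of random lists, which is no larger a share than random lists would give. Single percentiles were not adjusted for the 135 comparisons. Only among these 5 is a change of sign counted as a reversal: 1 by the median and 3 against the mean of all features. For the study's heat-induced TEs the CHG difference in poliv against wt was 3.56 points above the mean of all TEs, and for its TEs with a heat-factor site the CHH difference was 0.133 points as a median and 1.65 points above the mean of all TEs, each the reverse of the list's mean. The mean of all TEs includes those with few calls. In quartile 4 of TEs by calls the poliv difference was -2.37 points in CHG and -0.590 points in CHH. The CHH difference of the markers of other cell types in poliv heat was -0.110 points against the mean of all genes. That is the reverse of its own sign.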

Other observations

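Of the tests below, those of ONSEN coverage in wt and of ONSEN CG and CHH levels were chosen only after the results were seen, as were the largest possible r and the counts by direction, and the limit for CG was set with the copies' values in view. The others were written down before their own results, though after the data had first been seen.

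Genes higher in CHG in ddm1 were tested for body methylation, which was defined in wt. The share of body-methylated genes among them was 3.58 times that among all genes tested. Whether single plants differ in which genes gain CHG methylation was not tested, because the columns hold no single plants.

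TEs that were lower in CHH in poliv had CHH levels of 17.7% in wt control, 2.12% in poliv control and 5.43% in ddm1 control. In heat-treated ddm1 they had 6.70%. The mitochondrial CG level was 5.79% in poliv control and 3.24% in poliv heat, and 0.421% in ddm1 control and 0.630% in ddm1 heat.

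The idea that the heat differences come from loci that respond in each genotype was tested across TEs with at least 100 calls in each group. Pearson's r between the heat differences in CHH of 2 genotypes was between -0.00852 and 0.0371. The largest r possible lay between 0.378 and 0.426. It is reached only if all spread beyond the noise estimated by dispersion scaling is an identical response. The same response at most TEs is therefore unlikely to be the whole source of that spread. A smaller shared response, or one shared by a minority of TEs, is not excluded. After background matching, TEs that passed in both genotypes of a pair went the same way in 86 cases and opposite ways in 131 for wt and poliv (28.4 and 28.9 for independent lists), in 137 and 126 for wt and ddm1 (50.1 and 45.2), and in 89 and 105 for poliv and ddm1 (26.1 and 27.9). Both kinds lay above the values for independent lists, which take no account of the number of calls per TE. No pair had a larger share of TEs going the same way than those values give. For genes, matched calls in both wt and poliv were 5 higher, 15 lower and 3 opposite in CG. The same counts were 4, 4 and 8 for wt and ddm1, and 3, 20 and 20 for poliv and ddm1. In CHG 6 genes were lower in both wt and poliv and 0 opposite. In CHH the pairs, in this order, had 22, 34 and 54, then 38, 38 and 49, then 20, 36 and 55. Differences shared by some genes are therefore not excluded. The mitochondrial CG level was lower in heat in wt (6.84% and 4.19%) and in poliv (5.79% and 3.24%), but not in ddm1. How many of the genes lower in both wt and poliv lie in the stretch of chromosome 2 that resembles mitochondrial DNA was not tested.

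ONSEN copies had more calls in the heat-treated mutants. In ddm1 all 8 copies had more calls in heat relative to genes and their median log2 change was 0.45, at percentile 100 of random TEs with similar numbers of calls. In poliv 7 copies did, with a median of 0.12 at percentile 99.99, with AT3TE92525 at 1.69 times and AT5TE15240 at 1.40 times. In ddm1 AT3TE92525 ranked 1 and AT5TE15240 ranked 2 of 10041 TEs with at least 300 calls, and 4 and 11 of 19574 TEs with at least 100, both limits set after the values were seen. The study names the same copies among TEs whose RNA was still higher in poliv inflorescences after recovery. That is another tissue than the stem cell nuclei measured here, and the larger gains of calls were in ddm1.

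Better coverage of these TEs after heat in general is excluded as the whole cause, since the median log2 change in wt was -0.20, but a bias of the mutants' heat libraries is not. A gain at heat-induced TEs of any kind was tested on those other than ONSEN. In ddm1 their median lay at percentile 70.6 and was 0.997 times the control, so the gain there was not general. In poliv it lay at percentile 100 but was 1.00 times the control relative to genes, against 1.09 times for ONSEN, so these TEs differed from random TEs without a gain over genes.

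Extra ONSEN DNA without methylation was weighed as a source of the calls, and the values go both ways. CG levels were lower in heat at 6 of 7 copies in ddm1 and at 6 of 7 in poliv (85.7% together), against 1 of 7 in wt. Of all TEs, 52.9% were lower in CG in heat in ddm1, 38.9% in poliv and 32.7% in wt, so part of the ddm1 count is shared with TEs in general. Such DNA would lower CHH as well, but in ddm1 control the copies lay near the chloroplast level of 0.450%, which leaves little room for a loss. In ddm1 the mean CHH level of the copies was 0.871% in control and 1.73% in heat, and all 8 copies were higher. AT3TE92525, with the largest gain of calls, had 1.14% and 2.36%. With the chloroplast level subtracted the mean difference was 0.511 points, with an interval over copies of -0.0661 to 1.09 points, and 3 of 8 copies were lower. These were AT5TE15240, AT1TE59755 and AT3TE89830, whose calls in heat were 2.39, 1.54 and 1.53 times the control. AT1TE24850, with 1.02 times the calls, had CHH levels of 1.08% and 2.82%. The mean over copies therefore mixes copies with a large and a small gain of calls. In poliv the mean difference after subtraction was -0.536 points (-2.02 to 0.952), with 4 of 8 copies lower. In wt, where the copies had no gain of calls as a set, it was -2.14 points (-4.34 to 0.0546), with 7 of 8 lower. The explanation is left open, and 1 pooled value per group cannot decide it.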
